A study of Danio rerio with 6 samples. Its data were reported in "Genome-wide mapping of Hif-1α binding sites in zebrafish" (2015).

How the data were processed

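Gene expression was measured in whole zebrafish embryos at 4 dpf, wild-type or homozygous for a *vhl* mutation. The authors pooled 30 embryos per sample and labelled cRNA from 400 ng of total RNA with the dye Cy3. The deposited files hold 1 scanner output per array and 1 table of processed values for the series. Per the file headers, spots were read with Agilent Feature Extraction 10.7.3.1. The headers name an Agilent scanner where the methods of the study name another model. Per the file headers, the values used here are intensities, the median pixel brightness of each spot and of its local background, not corrected or normalised by the authors. The processed signal, also an intensity, was background-subtracted and detrended within each array by Feature Extraction. Each column of the deposited series table equals that processed signal rounded to 3 digits, and 0 of its columns belonged to no sample. The deposited flags of each spot (control, outlier, saturated, well above background) have no unit, as they are codes.

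The groups were taken from the sample titles. The methods of the study name limma with normexp background correction, quantile normalisation, averaging of replicate spots and a limit of 0.01 on p with a 2-fold change. The same functions were used. The methods do not say whether that p was adjusted, and the study's full probe table lists p with and without adjustment. The adjusted p was used here. The methods name no removal of outlier spots, which was added here. The planned foreground column, the mean pixel brightness, was not used here. The median brightness took its place. The offset added after normexp was 50, which the methods do not state. normexp was fitted on all spots of an array. Outlier-flagged spots (15 to 63 per array) were then set missing and control spots were removed (1264 positive and 153 negative). The remaining 43803 spots were quantile-normalised between the 6 arrays and averaged by probe name, which left 41031 probes, 2122 of them with more than 1 spot. No spot was saturated (0 flags). A probe was counted as well above background on an array when its spots were flagged so, by the majority or a tie.

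The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, on log2 intensities, with all 6 arrays and no covariate. Fold changes are *vhl* mutant over wild-type, and include the offset, which understates the change of dim probes. P-values were adjusted by the Benjamini-Hochberg method over all probes. The threshold was an adjusted p of 0.01 or less with a log2 fold change of 1 or more in size. A count at an adjusted p of 0.05 without a fold limit was also made. A probe that was not well above background on any array of a group has only a bound in that group, and its change is given as at least N-fold.

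The scanner files name no genes. GenBank and RefSeq accessions of the probes were matched, without versions, to a RefSeq gene table (assembly GRCz12tu, used for names and for which genes share a chromosome). This named 1752 probes of 1746 genes. The study's own probe tables gave symbols for 1655 probes (737 from its table of changed genes and 970 from its full table, which was available only in part), and 3159 probes of 3121 genes had a symbol from either source. From those tables only the pairing of probe and symbol was taken. Set tests and the gene count used RefSeq names alone. The array design was annotated on an older genome build, so no coordinates are given.

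The genes named in the text were chosen by a rule written before the data were examined. They are 6 genes the study names as increased and its reference gene *wnt5a*, members of the fixed lists, and in each direction the 8 genes with the largest change among called probes whose groups did not overlap, that were well above background on every array of at least 1 group and that had a symbol. Set tests used camera with a preset correlation of 0.01 between genes on 1 probe per gene, the brightest RefSeq-named probe over all arrays. A list was tested where at least 5 genes had a probe, and passed at an adjusted p under 0.05. This minimum, this limit and the use of RefSeq names alone were chosen after the data were seen. Spike-in probes were tested in the same fit with control spots kept, and their mean per array with an exact permutation test.

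Alternatives planned before the data were examined covered the signal, the background correction, the offset (0 and 16), the normalisation, control and outlier spots, dim probes, the deposited series table, a replicate block, each replicate left out, the variance model, array weights, the thresholds and the set tests. Slide and scan could not be fitted as a block or as a random block, since each held 1 group. With versions dropped, 6 accessions were shared by 2 probes each, and the brighter was kept where probes were listed once per accession. Each of the 6 genes named by the study had 1 probe with its symbol, so the alternative with every probe of these genes changed nothing and was not run. Alternatives that leave out 2 spots with a defective local background were added after the data were seen, as was the gene count with the study's symbols.

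The fit was tested on simulated arrays with the means and spreads of 40954 probes of this comparison, of which 200 were changed. Of the probes changed 8-fold 88.4% were called, of those changed 4-fold 81.5%, and of those changed exactly 2-fold 19.7% (37.9% by the adjusted p alone). The number of wrong calls was 0, and 0 probes were called in a simulation with no changed probe. Noise was drawn independently for each probe and array, with the same spread in both groups and no slide effect. The real arrays differ in these respects, so these counts do not give the rate of wrong calls on them. In simulated data where all 12 HIF targets with a RefSeq-named probe were raised by 1 on the log2 scale, camera gave that list a p of 1.43e-21 and the unchanged phototransduction list a p of 0.541. Genes were simulated without correlation, so the effect of correlation between genes on the set calls was not tested there.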

Results

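The transcriptomes of zebrafish embryos with a homozygous mutation of *vhl* (the von Hippel-Lindau tumour suppressor gene, whose product marks the α subunit of the Hypoxia Inducible Factor, HIF, for degradation) were compared with those of wild-type embryos at 4 days post fertilisation (dpf). The comparison asks which transcripts change when the hypoxic response is switched on genetically. Each sample was RNA of 30 pooled embryos, hybridised to a one-colour Agilent oligonucleotide array. The deposited arrays comprised 3 wild-type samples (replicates 2, 3 and 4) and 3 *vhl* mutant samples (replicates 1, 3 and 4). Each array held 45220 spots, of which 43803 were zebrafish spots for 41031 probes. Between 67.2% and 69.5% of the zebrafish spots were well above background on the wild-type arrays, and between 67.2% and 72.4% on the *vhl* mutant arrays. The number of arrays limits the precision of every value given here.

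The wild-type arrays all lay on 1 slide scanned on 1 date, and the *vhl* mutant arrays all lay on another slide scanned on another date. With 0 of the 2 slides holding both groups, slide or scan and genotype cannot be told apart, and every difference between the groups reported here is also a difference between these slides.

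Array values correlated at 0.993 to 0.995 (Pearson's r over probes) between wild-type arrays and at 0.979 to 0.989 between *vhl* mutant arrays, while the 9 pairs across the groups gave 0.961 to 0.972. Probes are not independent replicates, so these values describe the arrays only. The first principal component held 64.8% of the variance and placed the 3 *vhl* mutant arrays at 31.3, 55.2 and 62.3 and the 3 wild-type arrays between -50.5 and -48.5. The second component held 17.0% and set *vhl* mutant replicate 1 (-55.3) apart from the other arrays (3.84 to 24.8). Among probes well above background, the median SD between replicates was 0.157 on the log2 scale in *vhl* mutants and 0.0953 in wild-type.

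**Figure D1:**
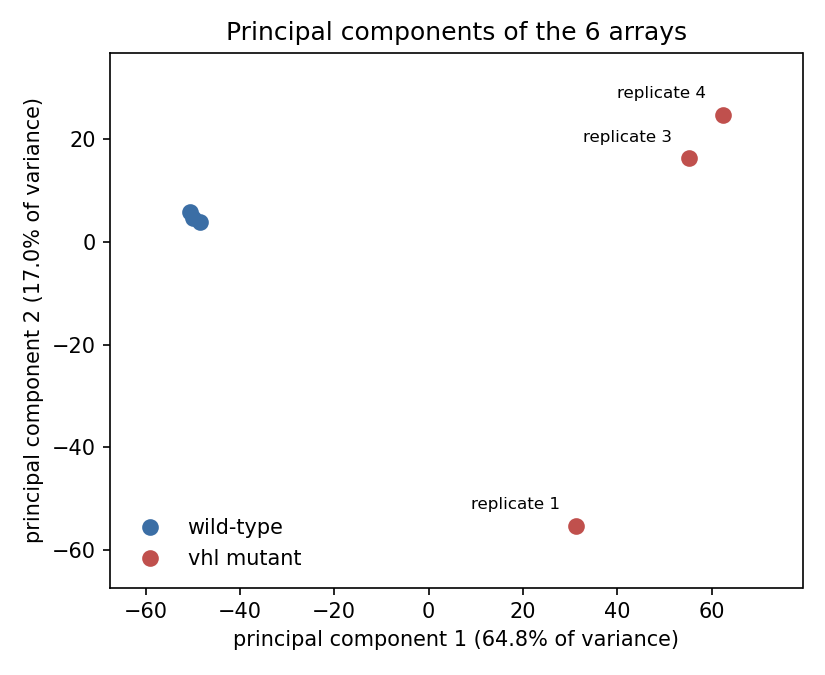
Each point is 1 array, placed by its first (64.8% of variance) and second (17.0%) principal component of the normalised log2 intensities, in arbitrary units, with groups in colour. The 3 wild-type arrays lie together, and *vhl* mutant replicate 1 lies apart from *vhl* mutant replicates 3 and 4 on the second component.

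The *vhl* transcript itself was not analysed here, since 0 probes carried that symbol in the names used. Of the genes that the study names as increased in *vhl* mutants, 6 chosen before the data were examined were therefore taken first. The gene *egln3*, which encodes a prolyl hydroxylase of HIF, had a mean log2 intensity of 8.91 ± 0.10 (SD, n = 3) in wild-type and 15.68 ± 0.35 (SD, n = 3) in *vhl* mutants. This is a log2 fold change of 6.77 with a standard error of 0.18 (limma adjusted p = 0.000115). The log2 fold change was 3.89 for *pfkfb3*, 3.39 for *plod1a*, 2.56 for *vegfab*, 2.56 for *p4ha2* and 1.74 for *ldha*. In each of these 6 genes the 3 *vhl* mutant arrays lay above the 3 wild-type arrays. All 6 passed an adjusted p of 0.01 and a 2-fold change over all probes, and 6 passed when adjusted over the list alone. The study chose this list on these same arrays with much the same steps, so neither count is independent evidence. Each gene was read by 1 probe. The 6 genes stayed higher under all 27 alternatives, from 6.13 to 7.27 on the log2 scale for *egln3*, whose call held throughout. The other 5 calls did not hold throughout. Without wild-type replicate 3, or without wild-type replicate 4, 3 of the 6 genes were called, and 4 were called without wild-type replicate 2. The call of *vegfab* was lost under 10 of the 27 alternatives, with limma adjusted p-values of 0.0205, 0.0220 and 0.0199 without wild-type replicates 2, 3 and 4. With *vhl* mutant replicates 3 and 4 left out in turn they were 0.0132 and 0.0127. The probe for *wnt5a*, a reference gene of the study for quantitative PCR, was not well above background on any of the arrays (0 of 3 in each group), so no fold change is given for it.

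**Figure D2:**
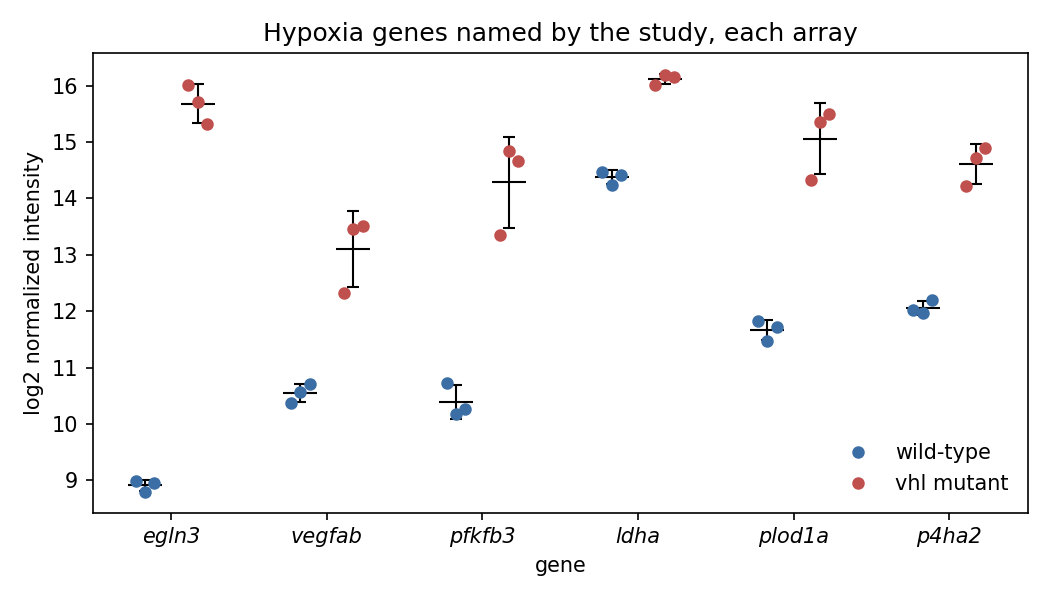
The vertical axis is the normalised log2 intensity of each array (points, 3 per group) for the 6 hypoxia genes named by the study, with the group mean (dash) and SD (bar). In each gene the *vhl* mutant arrays lie above the wild-type arrays, by 1.74 (*ldha*) to 6.77 (*egln3*) on the log2 scale.

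Across the whole array, 1322 of 41031 probes (3.22%) passed a Benjamini-Hochberg adjusted p of 0.01 and a 2-fold change in limma's moderated test. Of these, 687 were higher and 635 lower in *vhl* mutants, so that lower probes made up 48.0% of the calls (95% exact Clopper-Pearson interval 45.3 to 50.8%, which treats probes as independent). The groups did not overlap in 1318 of the 1322 probes. Non-overlap was found in 43.7% of all probes, against 10% by chance for 3 arrays against 3. A change of 4-fold or more was seen in 147 higher and 77 lower probes. All 1322 probes were well above background on every array of at least 1 group. Without a fold limit, 10029 probes passed an adjusted p of 0.05, 4804 higher and 5225 lower.

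These counts moved most with the scaling between arrays. They fell to 3 probes when no normalisation followed the background correction, and rose to 2622 with the processed signal scaled to the 75th percentile. On *vhl* mutant replicate 3, 2 spots had a local background of 14940.5 and 6472.5, against a median of 21 on that array. With these spots in the data the background model gave that array a mean background of -245, against 2.37 to 9.94 on the other arrays, and without them it gave 4.47. Without these spots 2073 probes were called with no normalisation. Spike-in scaling then called 8028, of which 7701 were lower, but there limma gave all probes a single variance, so this count rests on an unreliable fit. After quantile normalisation without these spots the count was 1500, of which 773 were higher and 727 lower. All 1322 probes of the first count were among the 1500. Leaving out 1 array at a time gave 379 probes (without wild-type replicate 3) to 2136 probes (without *vhl* mutant replicate 1).

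**Figure D3:**
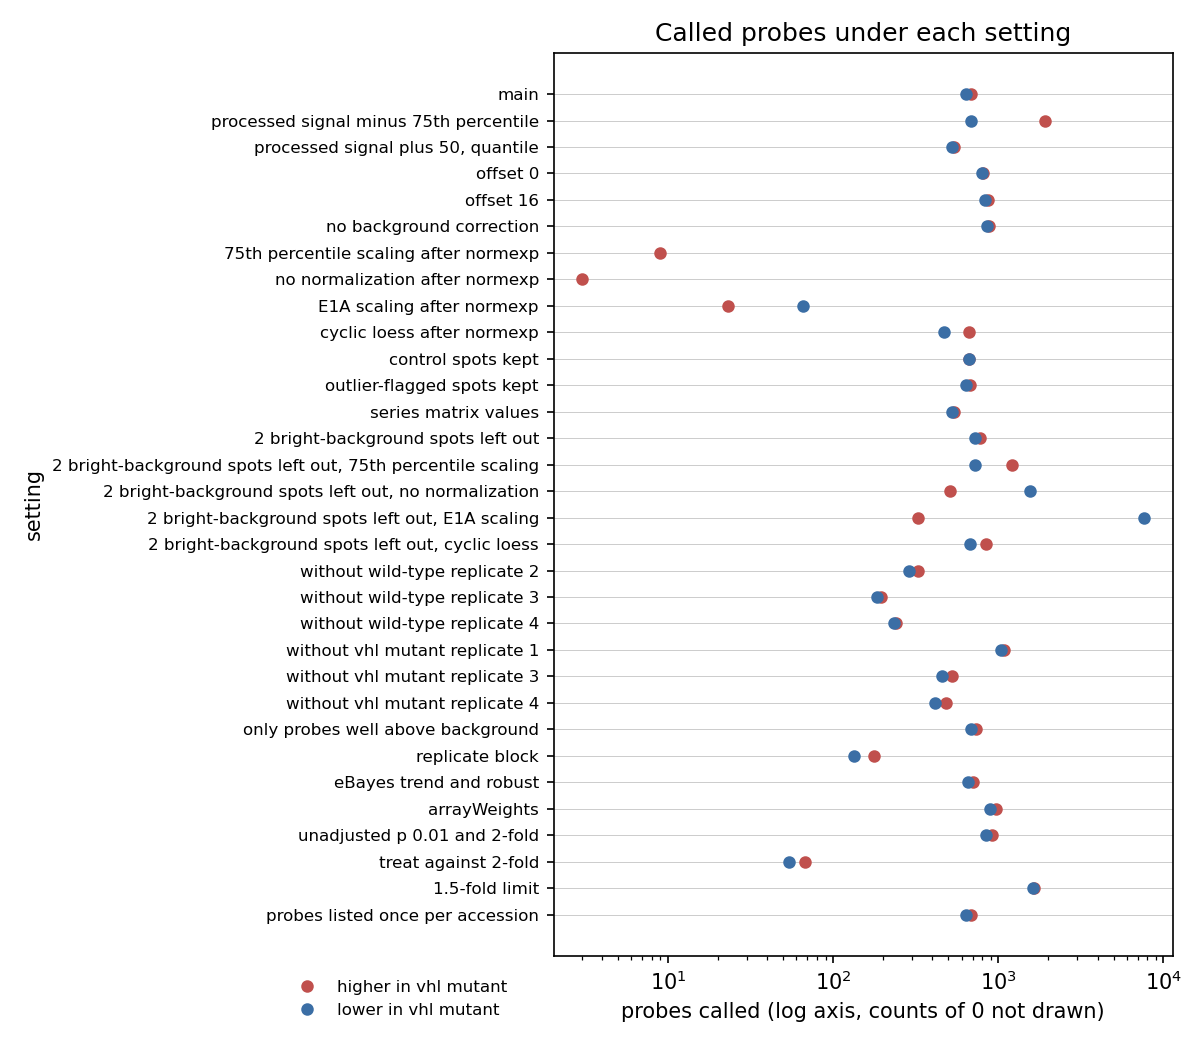
The horizontal axis (logarithmic) is the number of probes past an adjusted p of 0.01 and 2-fold, or past the limit the setting names, separately for probes higher and lower in *vhl* mutants, and each line is 1 setting. The 1322 probes of the main setting divide into 687 higher and 635 lower, and the settings that replace quantile normalisation spread most.

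Gene symbols could be paired with 1752 probes (4.27%) through RefSeq accessions, which takes no account of the arrays' values. Of the 1746 genes so named, 87 were called, 43 higher and 44 lower in *vhl* mutants, and 0 genes had called probes of opposite direction. With the symbols of the study's own probe tables added, 681 genes were called, 283 higher and 398 lower. Of the probes named by those tables, 737 come from the study's table of changed genes, so the second count leans towards the study's own selection.

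The genes with the largest changes were then listed by a rule fixed before the data were examined. The rule required a symbol, and each of the 8 + 8 genes listed carries one in the study's probe tables. Those tables include the study's table of changed genes, so the list leans towards the study's own selection. The 8 higher genes were *egln3*, *hpx*, *zgc:154097*, *p4ha1b*, *sepw2b*, *capn2l*, *crygn2* and *pfkfb3*, with log2 fold changes from 6.77 down to 3.89. The haemopexin gene *hpx* rose from 7.86 ± 0.63 to 12.80 ± 0.64 (SD, n = 3 per group; adjusted p = 0.00139). The prolyl 4-hydroxylase gene *p4ha1b* rose from 9.28 ± 0.15 to 14.18 ± 0.68 (SD, n = 3 per group; adjusted p = 0.000858). In wild-type, the probes of *sepw2b* and *capn2l* were well above background on only 1 of 3 arrays. The 8 lower genes were *si:dkey-7c18.24*, *zgc:174862*, *ccbl1*, *cryl1*, *mep1a.1*, *slc22a7b*, *ctsbb* and *rplp2*. The first of these fell from 13.91 ± 0.70 to 7.72 ± 1.12 (SD, n = 3 per group), a log2 fold change of -6.20 (adjusted p = 0.00198). The meprin gene *mep1a.1* fell from 11.51 ± 0.24 to 8.26 ± 0.09 (SD, n = 3 per group), a log2 fold change of -3.25 (adjusted p = 0.000357). The probes of *zgc:174862* and *rplp2* were not well above background on any *vhl* mutant array, so these changes are bounds. With the dim group set on each array to the lowest signal well above background, or to the probe's own signal where that was higher, *zgc:174862* was at least 15.2-fold and *rplp2* at least 7.87-fold lower in *vhl* mutants. For *zgc:174862* this equals the fitted fold change. Both bounds hold for the main setting only, as the smallest log2 fold changes under the alternatives were -3.51 and -2.52. The *rplp2* probe varied between wild-type arrays (9.41 ± 1.07, SD, n = 3) and took its symbol from the study's probe tables. Whether it reads that transcript was not tested, so its bound describes the signal of the probe. The probe of *cryl1* was well above background on 1 of 3 *vhl* mutant arrays. The 8 + 8 genes kept their direction under all 27 alternatives. The calls of *cryl1*, *rplp2* and *ccbl1* were the least stable of the 8 lower genes and were lost under 16, 12 and 9 alternatives. Without wild-type replicate 4 their adjusted p-values were 0.0424, 0.0390 and 0.0246. Without that replicate the calls of *hpx* (0.0105), *zgc:154097* (0.0139), *sepw2b* (0.0121), *pfkfb3* (0.0151) and *si:dkey-7c18.24* (0.0117) were lost too.

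A symbol was lacking for 641 of the 1322 called probes (48.5%). Among them was the probe with the largest change on the array, CUST_17347_PI415676714, with a mean of 8.39 ± 0.15 in wild-type and 15.99 ± 0.45 in *vhl* mutants (SD, n = 3 per group), a log2 fold change of 7.61 (adjusted p = 0.000223).

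Gene lists fixed before the data were examined were then tested as sets. Of the 11 lists, 2 had at least 5 genes with a RefSeq-named probe, a minimum set after the data were seen, and were tested with limma's camera, against the 1739 named genes and with adjustment over all 11 lists. The HIF target list held 56 genes, of which 12 had a RefSeq-named probe. Others, such as *egln3* and *ldha*, were read by probes named only in the study's probe tables and lay outside the set test. All 12 were higher in *vhl* mutants, with a median log2 fold change of 0.45 (adjusted p = 0.000123), and 3 of them, *bnip3lb*, *igfbp1a* and *jmjd6*, passed the probe threshold. In 2 of the 12 genes wild-type gave only a bound, and the median with these genes at their bound was also 0.45. One of them is *vegfaa*, read by a RefSeq-named probe with a log2 fold change of 0.16. A brighter *vegfaa* probe, named only in the study's probe tables and so outside the set test, was well above background on all arrays, with a log2 fold change of 2.05 (adjusted p = 0.0152). The phototransduction list held 57 genes, of which 7 had a RefSeq-named probe. All 7 were lower, with a median log2 fold change of -1.11 (adjusted p = 0.0132), and 3 of them passed the probe threshold. In 1 of the 7, *vhl* mutants gave only a bound, and the median with this gene at its bound was -1.11. This list includes closely related opsin copies, whose separate values are uncertain. For sets a call is an adjusted p under 0.05, a limit not fixed before the data were examined, and at 0.01 phototransduction would not pass. The calls of both sets held under fry and neither held when camera estimated the correlation between genes (adjusted p = 0.130 and 0.736). Over the 31 alternatives the adjusted p ranged from 3.26e-05 to 0.130 for HIF targets and from 0.000262 to 0.736 for phototransduction. Both lowest values come from spike-in scaling with the 2 defective spots left out, whose fit is unreliable. Apart from that setting the lowest were 7.02e-05 and 0.00113. Spike-in scaling left 6 of the 12 HIF targets higher and 6 lower. Under scaling to the 75th percentile after the background correction, and without normalisation, 11 of the 12 were higher and 6 of the 7 phototransduction genes lower. The HIF target median changed sign in 1 of the 31 alternatives, to -0.20 under spike-in scaling with the 2 defective spots left out, where 9 of the 12 were lower and the median of all probes lay at -0.55. The phototransduction median stayed below 0 in all 31. The remaining lists had 4 genes or fewer with a RefSeq-named probe and were not tested. These were glycolysis (4 of 33), skeletal muscle (4 of 45), crystallins (4 of 36), lipid synthesis (3 of 48), liver secreted (3 of 37), haem and globin (2 of 32), fatty acid oxidation (1 of 27), exocrine pancreas (1 of 26) and oxidative phosphorylation (0 of 54). Their other genes may have probes without a RefSeq name, as *ldha* of the glycolysis list does.

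Probes for E1A, spike-in RNA meant to be added to each sample in equal amounts, gave a check of the scaling between groups. The amounts added are not recorded in the labels. After quantile normalisation the mean log2 intensity over the 10 E1A probes was 11.06 ± 0.22 (SD, n = 3) in wild-type and 11.54 ± 0.21 (SD, n = 3) in *vhl* mutants, a difference of 0.48. The exact two-sided permutation test over 20 regroupings gave p = 0.1, the smallest value that 3 arrays against 3 can give. All 10 probes were higher in *vhl* mutants, by 0.05 to 0.96, and in 6 of them the groups did not overlap. Those 6 include E1A 3 (6.37 in wild-type, 6.49 in *vhl* mutants) and E1A a104 (6.41 and 6.46). Both lay near the negative controls (6.31 and 6.34), so they say little about the scaling. In limma 2 of the 10 passed an adjusted p of 0.05. The difference ranged from 0.37 to 0.89 under the alternatives, and it was largest for the processed signal scaled to the 75th percentile. The exact p rose to 0.2 without normalisation, whether the 2 defective spots were kept or left out, and without *vhl* mutant replicate 1, 3 or 4, and was 0.1 under the other alternatives.

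**Figure D4:**
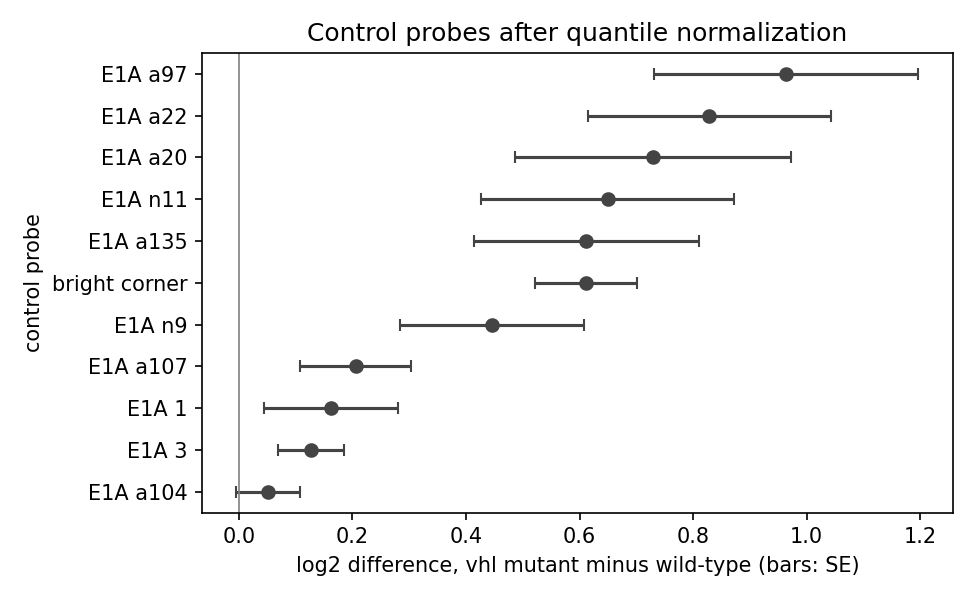
Points are the log2 differences (*vhl* mutant minus wild-type) of the 10 E1A spike-in probes and the bright corner features after quantile normalisation, with limma's standard errors as bars. All lie above 0, from 0.05 to 0.96.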

Values the study reported

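The study reported 1409 differentially regulated entities between *vhl* mutant and wild-type embryos at a p-value of 0.01 or less and a fold-change of 2 or more. These corresponded to 1022 Unigene identifiers and 737 described genes, 295 of them up-regulated and 442 down-regulated. For 24 up-regulated genes, the rank correlation between array and quantitative PCR fold changes was 0.7496 with *18s* as the reference and 0.7567 with *wnt5a*.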

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

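Both tests in this part, of quantile normalisation and of the slide, were chosen after the result was seen. The bright corner features, control spots that enter no count and no gene or set test of the report, were brighter on all 3 *vhl* mutant arrays than on all 3 wild-type arrays. After quantile normalisation their mean log2 intensity was 13.62 in wild-type and 14.23 in *vhl* mutants, a difference of 0.61. The 10 E1A spike-in probes, with 32 spots each per array, were also higher in *vhl* mutants, by 0.05 to 0.96. The smallest of these differences came from probes near the level of the negative controls. The remaining control features with at least 10 spots per array were well above background on 20% of their spots or fewer, so they give no comparison. The groups also kept apart without normalisation and with the 2 defective spots left out, at 13.96 or more against 13.94 or less. There the difference was 0.34 with a pooled SD of 0.17. This lies between 1 and 2 SD. A limit of 2 SD alone would have counted for quantile normalisation as the source. As the groups still did not overlap, the value is read here as undecided, a stricter reading chosen after the value was seen. A slide or scan batch may also give such a difference, since these features carry no embryo RNA of their own. With 0 slides holding both groups, slide and genotype cannot be told apart here. A biological explanation was not tested for features of this kind.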

How the results depend on the processing

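The settings with 2 defective spots left out, the count with added symbols and the test of the failed background fit were chosen after the data were seen. The other alternatives were planned.

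With quantile normalisation kept, the processed signal, the series table, offsets of 0 and 16, no background correction, control or outlier spots kept, only probes well above background, the trended robust variance model, and probes listed once per accession (1321 probes, 86 genes) all stayed within 1.5 times the 1322 probes called. So did cyclic loess, with 1132 probes, 662 higher and 470 lower (41.5% lower). With the 2 defective spots left out, cyclic loess gave 44.3% lower.

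Replacing quantile normalisation by scaling moved the results most. After normexp, scaling to the 75th percentile gave 9 probes (9 higher, 0% lower), 274 at an adjusted p of 0.05, 1 gene, and 1 of the 6 named genes of the study. Without normalisation there were 3 probes (3 higher, 0% lower), 21 at an adjusted p of 0.05, 0 genes in limma (347 at an unadjusted p under 0.05) and 1 of the 6 named genes. Scaling to E1A gave 89 probes (23 higher and 66 lower, 74.2% lower), 850 at an adjusted p of 0.05, 5 genes and 3 of the 6. In these 3 settings the lowest correlation within a group fell from 0.979 to 0.955. The median of all probes lay at 0.71 under the 75th percentile and at 0.56 without normalisation, and 8204 and 5703 probes passed an unadjusted p under 0.05. A candidate cause is the failed background fit on *vhl* mutant replicate 3, which raised the 25th percentile of that array to 8.38 on the log2 scale, against 6.22 to 6.38 on the others. With the 2 spots left out the count without normalisation was 2073 (513 higher and 1560 lower, 75.3% lower, 147 genes). The 75th percentile then gave 1937 probes (1214 higher and 723 lower, 37.3% lower), with 22526 at an adjusted p of 0.05. E1A scaling gave 8028 probes (327 higher and 7701 lower, 95.9% lower) and 543 genes, and the HIF target median became -0.20. In that fit limma's prior degrees of freedom were infinite, so all probes shared 1 variance (prior SD 0.390), against 2.25 prior degrees of freedom with quantile normalisation. Its counts and p-values are therefore unreliable, and only its direction is read. The median of all probes lay at 0.28 under the 75th percentile, at -0.55 under E1A scaling and at -0.02 without normalisation. The count thus rose once the 2 spots were left out. Relative to the shift of -0.55 the HIF targets were still higher. The processed signal minus its 75th percentile gave 2622 probes, 1935 higher and 687 lower (26.2% lower), with a median of all probes at 0.33, and a lowest correlation of 0.966. It raised the E1A difference from 0.48 to 0.89. The 75th percentile after normexp raised that difference to 0.80, or to 0.71 with the 2 spots left out.

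Other thresholds changed the counts by construction. Limma's treat against a 2-fold change, at an adjusted p of 0.05, called 122 probes (44.3% lower) and 11 genes, and a 1.5-fold limit called 3270 probes and 178 genes. An unadjusted p of 0.01 with 2-fold called 1762. Array weights called 1859 probes and gave *vhl* mutant replicate 1 the lowest weight, 0.40. The study's symbols raised the gene count to 681. With the correlation between genes estimated, the set medians of 0.45 and -1.11 no longer passed.

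Leaving out 1 replicate in turn gave 379 to 2136 probes, 5668 to 13043 at an adjusted p of 0.05, 46.0% to 49.3% lower, 32 to 127 genes, and 3 to 6 of the named genes. The count was 379 without wild-type replicate 3, 475 without wild-type replicate 4 and 615 without wild-type replicate 2, and 2136 without *vhl* mutant replicate 1. Fewer arrays leave the test less able to find changes, but this does not fix the direction of the count, which rose without *vhl* mutant replicate 1. The cause of that rise was not tested, though that array had the lowest array weight (0.40). Of the 1322 probes 1230 were also called without that array. Without *vhl* mutant replicate 1 the lowest correlation within a group was 0.989, and the range over the omissions was 0.978 to 0.989. The HIF target median ranged from 0.44 to 0.68, the phototransduction median from -1.29 to -1.01, and the E1A difference from 0.37 to 0.60.

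Replicate numbers 3 and 4 occur in both groups, but on all 6 arrays the number is the position on the slide. The deviations of same-numbered arrays from their group means correlated at 0.0057 and 0.013 over probes, so the samples share only a number. With the replicate block, which leaves 2 pairs, 311 probes (177 higher and 134 lower, 43.1% lower) and 21 genes were called.

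Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave as many probes at either threshold, as many genes, or set p-values as small, namely the real one. The other 9 splits called 0 probes at either threshold and 0 genes. Their smallest unadjusted camera p-values were 0.000348 for HIF targets and 0.0135 for phototransduction, against 1.12e-05 and 0.00241 in the real split. As 10 splits cannot give a share under 0.1, chance cannot be excluded by this count. The real split is also the split by slide. Signal over background limits the rest, since 27302 of 41031 probes were well above background on every array of at least 1 group, and all called probes were among them.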

Other observations

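The tests of array position, of *vhl* mutant replicate 1 as the sole source of the larger spread, of noise shared by all *vhl* mutant arrays, of probe brightness for the kinds of probe, and of mixed pools in the form given (with a 2-fold limit) were chosen after the result was seen.

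The gene count here was 87. That is lower than the value quoted from the study above. Higher genes numbered 43 and lower genes 44. Both are lower than the values quoted from the study above, as only probes with a RefSeq accession were named.

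The 2 groups lay on separate slides and scans. A slide or scan batch may add to any difference given here. With 0 slides holding both groups, it cannot be told apart from the genotype.

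Direction differed between kinds of probe. Among called probes designed on full-length cDNA clones (GenBank entries of the BC series), 308 of 503 (61.2%) were lower in *vhl* mutants. Among probes designed on other GenBank entries, 146 of 449 (32.5%) were lower, a gap of 28.7 percentage points (Fisher's exact test, two-sided p = 5.93e-19, with probes not independent). Probe brightness was weighed as a cause by splitting the called probes at their median. The gap was 29.0 points among the brighter and 32.3 among the dimmer probes, which argues against dim probes as the whole cause. Why the classes differ stays open, and batch and genotype remain confounded. The gap bears on counts of named genes, since the share of lower calls depends on which probes carry a name.

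The *vhl* mutant arrays differed more among themselves than the wild-type arrays. The median SD of probes well above background was 1.65 times that of wild-type, and 1.66 times with the 2 defective spots left out, which argues against the failed background fit as the cause. Over the probes well above background, the median absolute log2 difference of replicate 1 from replicates 3 and 4 was 0.200 and 0.216, against 0.102 to 0.120 for the wild-type pairs, so most of the excess lies with replicate 1. The difference between replicates 3 and 4 was 0.131, above every wild-type pair, though by less than the range of those pairs, and their correlation over all probes (0.989) lay below the wild-type pairs (0.993 to 0.995). Over all probes the median difference between them was 0.103, within the 0.100 to 0.111 of the wild-type pairs. With 1 pair left, neither replicate 1 as the sole source nor noise shared by all *vhl* mutant arrays can be established or excluded. The spread between spots of a probe within an array was on average 1.09 times as large on *vhl* mutant as on wild-type arrays. This came from replicate 1 (0.0502), as replicates 3 and 4 (0.0378 and 0.0421) lay within the wild-type values of 0.0370 to 0.0430. Spot spread does not cover noise from labelling, so noisier arrays stay open.

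Replicate 1 also lay nearest the wild-type arrays on the first principal component. A pool that contains wild-type embryos was considered as a source. Such a pool would keep the same share of the linear change in higher and in lower probes. For probes chosen on the other 2 *vhl* mutant arrays, replicate 1 kept a median of 58.2% of the change in 1260 higher probes and 78.9% in 1209 lower probes, a gap of -20.7 points. Treated the same way, replicate 3 kept 93.3% and 99.6%, and replicate 4 kept 102% and 102%. With the processed signal scaled to the 75th percentile the gap was -19.1 points, against -6.57 for replicate 3 and 9.77 for replicate 4. These values argue against wild-type embryos mixed into that pool as the whole cause. Array position may also play a part, as this array alone lay at position 1 of its slide, and with 0 other arrays there the 2 cannot be told apart. A difference in stage or strength of the hypoxic response between pools was not tested.

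The E1A spike-in probes were higher on the *vhl* mutant arrays. Over the 5 brightest, the difference was 0.61 after quantile normalisation (pooled SD 0.27) and 0.53 without normalisation and with the 2 defective spots left out (pooled SD 0.30), so normalisation changed it by less than the spread between arrays. The 75th percentile of the zebrafish probes before normalisation was 0.30 lower in *vhl* mutants (a difference of -0.30), with 9.45 to 9.64 against 9.80 to 9.88. Most of the difference on these arrays was thus present without normalisation, and quantile normalisation added only a small part of it. Whether the remaining 0.53 exceeds the spread between arrays is undecided, since it lies between 1 and 2 SD. A lower brightness of the zebrafish probes can be neither established nor excluded as the source. By a limit of 2 SD, written down first, the value would have counted for normalisation. The reading given here was chosen after the value was seen. If the spike-in amounts were equal, the zebrafish signal would be lower relative to them in *vhl* mutant samples, but a difference in labelling between slides would give the same values.

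Embryos that are homozygous for *vhl* could share a haplotype around the gene, on chromosome 6. Of RefSeq-named probes on that chromosome 5 of 45 (11.1%) were called, against 82 of 1707 (4.80%) elsewhere (Fisher's exact test, two-sided p = 0.0687). The 5 calls are too few to decide on a linked haplotype.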
